A study of Mus musculus with 4 samples. Its data were reported in "Multiscale footprints reveal the organization of cis-regulatory elements" (2025).

How the data were processed

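Nuclei of HSCs sorted from young and old mice were profiled by the authors with the 10x Multiome assay, and the submitters' processing notes name Cell Ranger and the mouse genome build mm10. The study states that it combined the cells of several mice, so each library is a pool and individual mice cannot be separated. The deposited matrix holds raw UMI counts per gene and cell, not normalized, with gene symbols and a cell table. The counts in the cell table equalled the sums of the matrix in every cell. Each cell was assigned to its library from the start of its barcode, which names the age and the sort.

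The labels describe 4 samples, HSCs and lineage-negative progenitors at both ages. The cells analysed here belong to the 2 HSC libraries alone, and the comparisons planned for the lineage-negative libraries were not analysed here. The matrix held 14640 cells, 11501 old and 3139 young, which is also the number of HSCs the study describes. The study's stated minimum of 100 RNA counts left out 120 of them and left 11439 old and 3081 young cells. The authors' filters on chromatin data, their doublet score and their choice of HSC clusters from chromatin were applied before or outside the values used here and could not be repeated.

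UMIs were summed per library and gene. The libraries were scaled by median-of-ratios size factors, the method DESeq2 uses and the study applied to its pseudo-bulks, over genes with a count in both libraries. The plan had been to compute these factors over 4 libraries, and 2 were used. Each gene's ratio of old to young is given on the log2 scale with an exact interval from the conditional binomial distribution (Clopper-Pearson, 95%). These intervals cover counting error only, since a pool of mice read once has no replicate error. The study tested pseudo-bulks of cells from these same libraries. Such groups of cells are not replicates, so no p-value is given here. Poisson counts of 12666 genes were simulated from the pooled means and the observed library sizes. The median recovered log2 ratio was 0.58 for 1.5-fold, 1.04 for 2-fold, 2.01 for 4-fold and 2.97 for 8-fold changes. The intervals held the true value for 95.4% of the unchanged genes. For the changed genes this ran from 90% at 2-fold to 98.0% at 1.5-fold. The simulation had no error beyond counting and no trend with genomic span, so it checks the calculation and not the libraries.

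Before the data were examined, 21 gene lists, 18 lists of cell type markers and the rule for naming genes were fixed. The rule took genes with at least 50 UMIs over both libraries and a scaled CPM of at least 20 in either, leaving out predicted gene models, mitochondrial, ribosomal protein, haemoglobin, immunoglobulin and ribosomal RNA-like genes, and named the 10 largest ratios in each direction whose interval left out a ratio of 1. From each list it named the 4 members with the largest absolute log2 ratio among those with at least 50 UMIs, and *Clu*, *Selp* and *Nupr1* were always named. Other members of lists that appear in the text were chosen after their values were seen. For each list the median log2 ratio was taken over members with at least 20 UMIs, with an interval from 1000 Poisson redraws of the counts and the percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. A size of 1.5-fold was used to count members. These percentiles describe the libraries and are not tests.

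For shares of cells, each cell was thinned without replacement to 150 UMIs outside mitochondrial and ribosomal RNA-like genes, and shallower cells were left out. No erythroid-like cells were found for the planned background, so 8 genes of other cell types (*Hbb-bs*, *Hbb-bt*, *Hba-a1*, *Cd3e*, *Cd79a*, *C1qa*, *Col1a1* and *Epx*) were used, a choice made after the data were seen. Cells with at least 50 such UMIs were clustered with Leiden at resolution 1 on 2000 variable genes and 30 principal components, leaving out mitochondrial, ribosomal protein, ribosomal RNA-like and Y-linked genes. Most clusters were made up largely of cells of 1 library, so cluster sizes are not compared, apart from the cluster led by neutrophil and monocyte genes. The rule that set this cluster apart, at least 3 markers of a single other cell type among its 10 leading genes, was chosen after the data were seen. It left out 122 old and 6 young cells, and 406 old and 2 young cells were too shallow to cluster. Doublets were scored with scrublet in each library. It called 0 of 11439 old cells and 1 of 3081 young cells, too few to use, so only the ranks of its scores were used. The authors had removed cells with the top 5% of their own doublet scores, and the cause of the low number was not tested.

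The alternatives were CPM, edgeR's TMM factors, CPM over a total without mitochondrial, ribosomal protein and ribosomal RNA-like genes, no cell minimum or 300 UMIs, equal weight for every cell, no minimum or 100 UMIs for list members, leaving out the top 5% of doublet scores, and leaving out cells of the cluster led by neutrophil and monocyte genes and cells too shallow to cluster. After the data were seen, cells with a mitochondrial share of 15 to 30%, ratios centred on genes of like genomic span and thinning to 400 UMIs of any gene were added. Gene positions came from GENCODE vM21, which is on the same build, and 97.3% of the gene symbols matched it. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5, and R 4.3.3 with edgeR 4.0.16.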

Results

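RNA was profiled in haematopoietic stem cells (HSCs) sorted from mouse bone marrow to find how these cells differ between young and old age. HSCs are the rare cells that maintain all blood lineages, and they were sorted as live cells without lineage markers that carried Sca1, cKit and CD150 but not CD48. The old library pooled 5 male C57BL6 mice aged 24 months and the young library pooled 10 male C57BL6 mice aged 11 weeks. The study states that its mice came from the Jackson Laboratory or an aged rodent colony, without saying which age came from which. Each library was made with the 10x Multiome assay, which reads RNA and open chromatin from the same nuclei, and the RNA is reported here as counts of unique molecular identifiers (UMIs, tags that mark single captured RNA molecules). With 1 library per age there is no replicate error, so no test across mice was possible and every difference below is between these 2 libraries. Intervals are exact 95% intervals that cover counting error only.

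After cells with fewer than 100 UMIs were left out, the old library held 11439 cells with 8210521 UMIs and the young library held 3081 cells with 8801372 UMIs. A cell of the old library had a median of 612 UMIs from 213 genes, and a cell of the young library had a median of 2687 UMIs from 1495 genes. The libraries also differed in the kind of RNA they held. Mitochondrially encoded genes, which serve the respiratory chain, took 39.7% of the UMIs in the old library and 11.8% in the young one. Loci known to collect reads of ribosomal RNA took 20.4% and 3.70%. The 20 most abundant genes together took 60.6% of the old library and 18.4% of the young library. Per cell, the median number of mitochondrial UMIs was 246 in old and 323 in young cells, and the median number of ribosomal RNA-like UMIs was 129 and 91, whereas the median number of UMIs from all other genes was 215 in old and 2262 in young cells. Ratios were therefore scaled to the median gene, and the same ratios of counts scaled to the whole library (CPM) lie lower by 1.05 on the log2 scale for every gene.

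**Figure D1:**
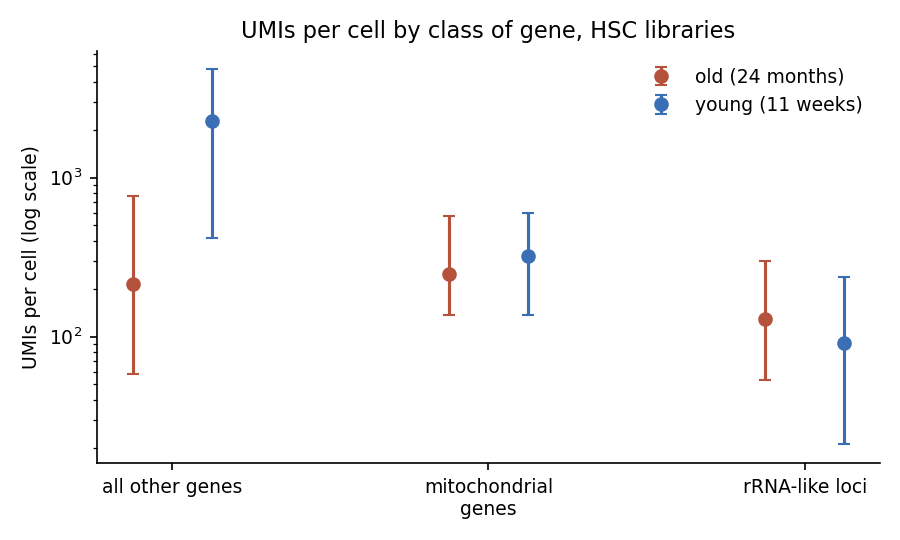
UMIs per cell (log axis) from mitochondrial genes, from ribosomal RNA-like loci and from all other genes, in the old and the young HSC library. Points are medians over cells and bars span the 5th to 95th percentile of cells, and the libraries part most in all other genes, with medians of 215 and 2262.

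The comparison of old with young HSCs asks which genes differ with age. The genes that stood highest in the old library included cell surface, matrix and stress genes. *Matn4*, which encodes the matrix protein matrilin 4 (chromosome 2, 164389393 to 164405160 in mm10), had 335 UMIs in the old and 19 in the young library, a 39.2-fold difference after scaling (log2 ratio 5.29, interval 4.63 to 6.04). *Kcnb2*, a voltage-gated potassium channel subunit (chromosome 1, 15287254 to 15723750), was 15.4-fold higher (3.95, 3.45 to 4.48). *Selp*, which encodes the adhesion receptor P-selectin (chromosome 1, 164115264 to 164150026), was 10.4-fold higher, with 276 against 59 UMIs (3.38, 2.97 to 3.81). The zymogen granule lectin gene *Zg16* (3.24), the nuclear receptor *Rorb* (3.14) and the BMP receptor *Bmpr1a* (3.07) followed. The immediate early factor *Egr1* (2.71), the stress-induced *Nupr1* (2.71), the tight junction gene *Cldn5* (2.63) and the metallothionein *Mt1* (2.60) completed the 10 largest ratios. *Clu*, *Selp* and *Nupr1* are the ageing markers that the study plotted over its HSCs. Of these, *Selp* and *Nupr1* (chromosome 7, 126623249 to 126630861) were among these 10. The third, *Clu* (chromosome 14, 65968483 to 65981547), which encodes the chaperone clusterin, had 59 UMIs in the old and 49 in the young library, a log2 ratio of 1.42 (0.85 to 2.00).

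The genes that stood lowest in the old library were led by *Rgs7bp*, whose product binds regulators of G protein signalling (chromosome 13, 104945904 to 105054930). It had 18 UMIs in the old and 357 in the young library and was 8.93-fold lower (log2 ratio -3.16, interval -3.93 to -2.48). *Socs2*, a suppressor of cytokine signalling (chromosome 10, 95385362 to 95417180), was 5.63-fold lower (-2.49, -3.19 to -1.87). *Nrk* (-2.25), *Plxdc2* (-1.90), *Ebi3* (-1.89), the membrane metalloproteinase *Mmp16* (-1.82), *S100a11* (-1.79), *Mamdc2* (-1.74) and *Phldb2* (-1.63) were also lower. The glycolytic enzyme gene *Gapdh* was lower by the same rule (-1.65, -1.97 to -1.35), with the limit that it has near-identical copies in the genome with which its reads could be shared. TMM, CPM and CPM without the dominant loci each shift the ratios of all genes by the same amount. None of these shifts is large enough to turn the 10 highest or the 10 lowest genes, so their kept direction is no check.

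**Figure D2:**
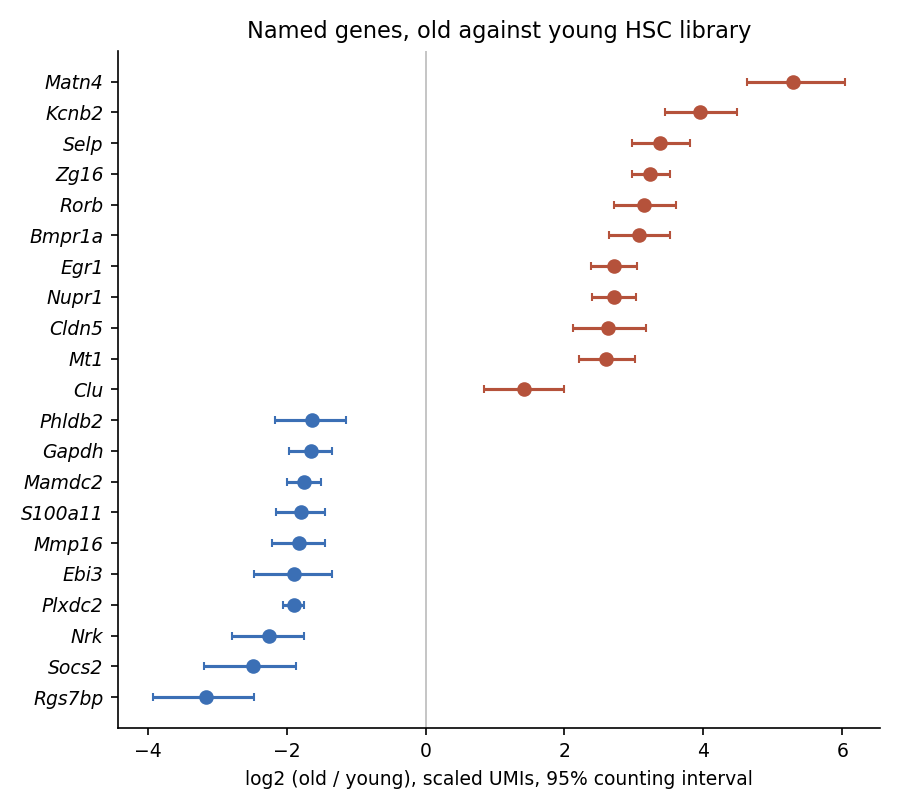
Log2 ratio of scaled UMIs, old over young HSC library, for the 10 highest and 10 lowest genes and *Clu*. Points are ratios and bars are 95% counting intervals with 1 library per age, and the values run from 5.29 for *Matn4* to -3.16 for *Rgs7bp*.

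Genes listed beforehand as higher in aged HSCs stood higher in the old library almost as a block. Of 30 members measured, 27 were at least 1.5-fold higher, none was lower by that factor, and the list median was 1.41 (counting interval 1.30 to 1.58), above all 10000 random lists matched on expression. *Selp*, *Nupr1*, *Sbspon* (3.44) and *Mt1* had the largest ratios among members with at least 50 UMIs, while *Slamf1* (0.39), which encodes the CD150 protein used in the sort, had the smallest ratio of all members. Without *Clu*, *Selp* and *Nupr1* the median was 1.36 (1.19 to 1.5). Under CPM the list median was 0.36, with 12 of 30 members at least 1.5-fold higher and 2 lower.

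Megakaryocyte and platelet genes, which mark HSCs primed for the platelet lineage, went the same way by a smaller amount. Of 22 members, 10 were at least 1.5-fold higher in the old library and 1 was lower, with a median of 0.35 (0.18 to 0.54) at the 99.97th percentile of random lists. *Itgb3* (1.69), *Cavin2* (1.63) and the integrin gene *Itga2b* (1.40) stood with *Selp* at the top, and the thrombopoietin receptor *Mpl* was at -0.40. Of these, *Selp*, *Itgb3*, *Cavin2* and *Vwf* also belong to the ageing list. Without these 4 the median was 0.16 (0.08 to 0.30), at the 96.48th percentile, so much of the list's ratio rested on them. Under CPM the full list had a median of -0.70, with 2 members higher and 12 lower by that factor, so its direction depended on the scaling.

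Genes of the AP-1 and immediate early response, which cells switch on within minutes of a stimulus, were higher in the old library with a median of 1.5 (1.27 to 1.62), above all 10000 random lists. Of 18 members, 16 were at least 1.5-fold higher and none was lower. *Fos* had 101 UMIs in the old and 25 in the young library (log2 ratio 3.17, 2.52 to 3.86), *Jun* had 754 and 309 (2.44, 2.25 to 2.63), and *Egr1* and *Fosb* (2.25) were also among the largest. The study described raised motif activity for AP-1, Nfi, Runx, Ets and Gata factors and, at another set of sites, loss of Yy1, Nrf1 and Ctcf with gain of Nfyb, Atf, Jun and Klf factors. The transcripts of the Nfi, Runx, Ets and Gata factors had a median near 0 (0.04, -0.05 to 0.18), with members on both sides: *Gata2* (0.96), *Ets1* (0.93) and *Runx3* (0.70) were higher and *Runx2* (-0.70) was lower. The list of Yy1, Nrf1, Ctcf, Nfy, Atf and Klf factors joins both of these directions, so its median of 0.10 (-0.05 to 0.17) is no comparison with either. The Nfy, Atf and Klf factors alone, a split made after the results were seen, had a median of 0.12 (-0.08 to 0.20). *Yy1* itself was at 0.48 (0.35 to 0.61), *Nrf1* at -0.25 (-0.41 to -0.10) and *Ctcf* at 0.09 (-0.04 to 0.22), *Atf4*, a factor of the stress response, was higher (1.20), and *Klf12* (-0.76) and *Atf7* (-0.70) were lower. Under CPM *Gata2*, *Ets1*, *Runx3* and *Yy1* turned to the other side, while the AP-1 list had a median of 0.45, with 7 of 18 members at least 1.5-fold higher and 2 lower.

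Genes of the G2 and M phases of the cell cycle had a median of 0.47 (0.36 to 0.58), at the 99.99th percentile of random lists. Of 21 members, 8 were at least 1.5-fold higher in the old library, among them the cyclin gene *Ccna2* (1.15), *Birc5* (0.99), *Plk1* (0.76) and *Bub1* (0.71), and none was lower by that factor. S phase genes were near the median gene (0.16, 0.00 to 0.24), at the 95.94th percentile, with *Rrm2* (1.17) and *Ung* (0.74) higher, the latter not under CPM. *Uhrf1* (0.63) turned under CPM and, like *Gins2* (-0.74), in cells with a mitochondrial share of 15 to 30%, so no direction is read for this pair. Both cell cycle medians turned negative under CPM (-0.58 and -0.89), with none at least 1.5-fold higher and 10 G2 and M phase and 14 S phase members lower, and *Birc5*, *Plk1* and *Bub1* turned.

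Nuclear genes of oxidative phosphorylation were slightly lower in the old library, whereas the mitochondrially encoded subunits of the same complexes took a larger share. The 76 nuclear members had a median of -0.25 (-0.30 to -0.19), at the 0.04th percentile of random lists, with 8 members at least 1.5-fold lower, such as *Uqcrb* (-1.32) and *Ndufa7* (-0.76), and 2 higher, such as *Atp5a1* (0.73). Under CPM the median was -1.30, with none higher and 74 lower by that factor, and *Atp5a1* turned to -0.32. All 13 mitochondrially encoded genes were higher after scaling, with a median of 2.81 (2.80 to 2.81) and *mt-Nd4l* at 3.19. Per cell, however, the median number of mitochondrial UMIs was lower in old cells (246 against 323), and that of other genes was lower still (215 against 2262). This ratio therefore compares shares and does not show more mitochondrial RNA per old cell. Both libraries were made from nuclei, and how much RNA from outside the nucleus each held was not measured. No imbalance between nuclear and mitochondrial genes is therefore read. The ribosomal RNA-like loci were higher by a similar factor (median 2.96, 2.90 to 3.03), with 12 of 13 at least 1.5-fold higher, including *Gm15564* (4.64), *Lars2* (4.39), *Gm48099* (4.05) and *Gm42418* (3.71). Reads at these loci may come from ribosomal RNA and do not measure the genes themselves. Ribosomal protein genes, many of which have near-identical copies, were at a median of -0.14 (-0.17 to -0.12), at the 28.5th percentile, with *Rps27rt* (-1.27) and *Rps2* (-1.20) the lowest. Of 82 such genes 3 were at least 1.5-fold higher and 14 lower, and under CPM none and 78.

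**Figure D3:**
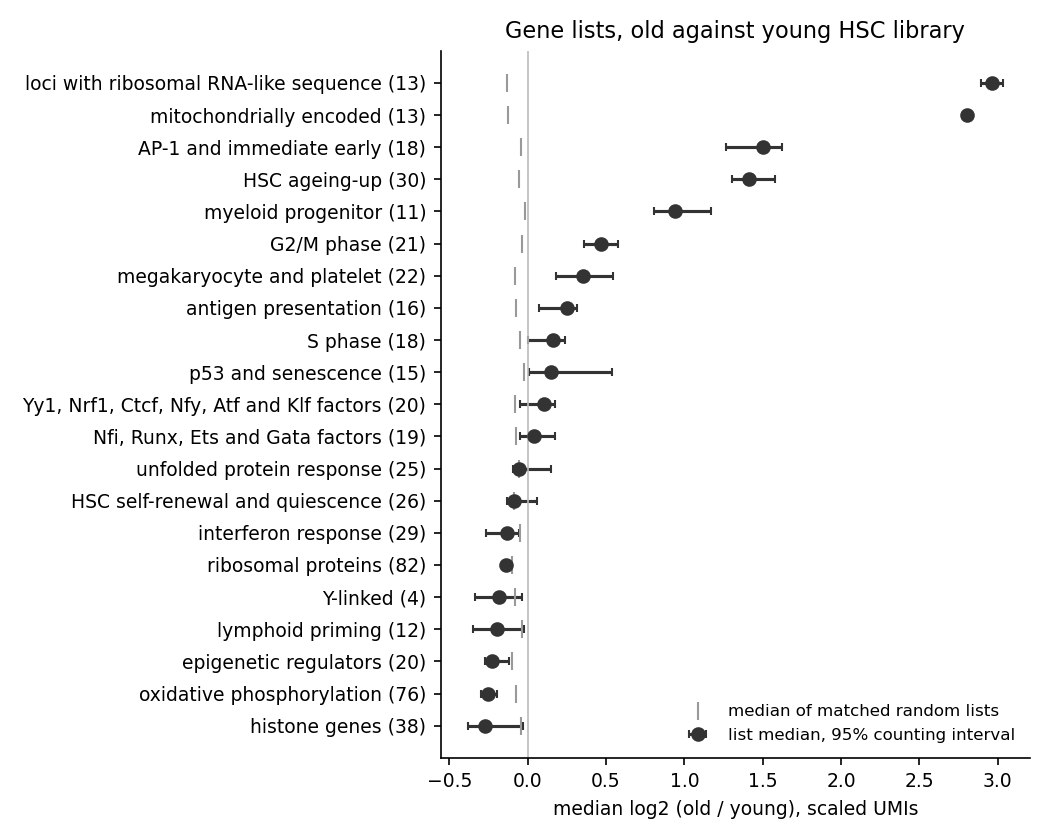
Median log2 ratio (old over young HSC library, scaled UMIs) of each gene list, with the number of measured members in brackets. Bars are 95% counting intervals and grey ticks mark the median of expression-matched random lists, from which the ribosomal RNA-like loci (2.96), mitochondrially encoded genes (2.81), AP-1 genes (1.5) and ageing genes (1.41) lie farthest.

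The unfolded protein response, which the study names as a possible further axis of variation with age, was at a median of -0.05 (-0.09 to 0.15) over 25 members, at the 49.95th percentile. *Atf4*, *Herpud1* (0.71), *Creld2* (0.64) and *Xbp1* (0.63) were its largest ratios, and of these *Herpud1*, *Creld2* and *Xbp1* turned negative under CPM. Under CPM none of its members was at least 1.5-fold higher and 21 were lower, against 4 and 1. Interferon response genes had a median of -0.13 (-0.27 to -0.06), at the 18.96th percentile, so the list did not stand apart from random lists. None of 29 was at least 1.5-fold higher and 5 were lower, among them *Ifi203* (-1.16), *Xaf1* (-0.94) and *Isg15* (-0.79), and under CPM 27 were lower. Antigen presentation genes were at 0.25 (0.07 to 0.31), with *H2-K1* (0.63) and *Tapbp* (0.64) higher and *H2-T23* (-1.05) lower, and under CPM the median turned to -0.80 and both higher genes turned negative. The median also turned, to -0.11, in cells with a mitochondrial share of 15 to 30%, so no direction is read for this list. Their summed UMIs gave 0.02 (-0.01 to 0.05). Genes of p53 and senescence had a median of 0.15 (0.01 to 0.54), with *Cdkn1a* (1.77, at 20 and 13 UMIs), *Gadd45g* (1.44) and *Cdkn2c* (1.09) highest, and a median of -0.90 under CPM, where 1 of 15 was at least 1.5-fold higher and 8 were lower, against 6 and 1. Epigenetic regulators were at -0.23 (-0.27 to -0.12), with 1 of 20 at least 1.5-fold higher and 4 lower. *Hmga2*, a chromatin protein of fetal stem cells, was at -1.06 and *Tet1* at -0.81, while *Kmt2d* was at 0.72, though not under CPM. Histone genes had a median of -0.27 (-0.38 to -0.03), yet their summed UMIs gave 0.28 (0.24 to 0.31), the opposite sign, and the median turned to 0.19 in cells with a mitochondrial share of 15 to 30%. HSC self-renewal and quiescence genes were near the median gene (-0.09, -0.13 to 0.06), with *Gata2* and *Esam* (0.85) higher, though not under CPM, and *Ifitm1* (-0.86) lower. Medians and summed UMIs also differed in sign for the Nfi, Runx, Ets and Gata factors (sum -0.10), the Yy1, Nrf1, Ctcf, Nfy, Atf and Klf factors (sum -0.03) and the unfolded protein response (sum 0.06). The 4 Y-linked genes, a control since all mice were male, had a median of -0.18 (-0.33 to -0.04) and ran from -0.67 for *Uty* (-0.81 to -0.53) to 0.52 for *Ddx3y* (0.39 to 0.65), the latter turning negative under CPM. Single genes of this control thus differed by more than counting error, and 1 of the 4 passed 1.5-fold.

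Lymphoid priming genes did not move as a group, and myeloid progenitor genes were higher in the old library, though not under CPM. Of 12 lymphoid priming genes, 2 were at least 1.5-fold higher and 2 were lower, with a median of -0.20 (-0.35 to -0.03) at the 14.6th percentile, whereas under CPM none was higher, 10 were lower and the median was -1.25. The list had the cytokine receptor gene *Flt3* (-1.21, -1.64 to -0.81) and the chromatin organizer *Satb1* (-0.93) lower, and *Sell* (1.15, at 24 UMIs in each library) and *Notch1* (0.63) higher, the last not under CPM. Myeloid progenitor genes had a median of 0.94 (0.81 to 1.17), above all 10000 random lists, with 8 of 11 at least 1.5-fold higher and none lower, and a median of -0.11 under CPM, with 4 higher and 3 lower. This list rested on genes with few UMIs, since its median was 0.40 with at least 100 UMIs per member and 0.51 over the 6 members still measured in cells with a mitochondrial share of 15 to 30%. The granule protease gene *Elane* had 89 UMIs in the old and 7 in the young library (4.82, 3.72 to 6.18), and *Mpo* (2.58) and *Prtn3* (0.94) were also higher, the latter not under CPM. Without the cluster of cells led by neutrophil and monocyte genes, *Elane* was at 3.44 (2.25 to 4.86), *Mpo* at 1.89 (1.15 to 2.65) and *Prtn3* at 0.90 (0.79 to 1.02). *Irf8* (1.29) turned to -0.42 in cells with a mitochondrial share of 15 to 30%. Markers of neutrophils and monocytes were higher as well. Summed markers of neutrophils were at 1.51 (1.35 to 1.67) and those of monocytes at 1.70 (1.43 to 1.98), or 0.96 (0.61 to 1.31) without the cluster of cells led by such genes, while HSC markers were at -0.21 (-0.23 to -0.19) and erythroid markers at 0.03 (-0.03 to 0.09). Markers of granulocyte-monocyte progenitors were at 0.87, basophils or mast cells at 0.83 (resting on *Gata2*), stroma at 0.72, plasma cells at 0.64 and megakaryocytes at 0.37, all of which turned negative under CPM. Without *Gata2* the basophil or mast cell markers had 60 and 231 UMIs and were lower in the old library (-0.79, -1.23 to -0.38). Markers of lymphoid-primed progenitors were at -0.28, endothelium at -0.31, conventional dendritic cells at 0.16, B cells at 0.15, T cells at 0.09, NK or innate lymphoid cells at -0.04, plasmacytoid dendritic cells at -0.02 and macrophages at -0.05. Eosinophil markers had 0 and 3 UMIs, too few for a ratio. Among all cells clustered together, 1 cluster was led by neutrophil and monocyte genes such as *Ngp*, *Camp* and *S100a8*. It held 122 cells of the old library, or 1.07% (exact binomial interval 0.89% to 1.27%), and 6 cells of the young library, or 0.19% (0.07% to 0.42%).

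The share of cells with a UMI of each marker was compared after every cell was thinned to 150 UMIs from genes other than mitochondrial and ribosomal RNA-like ones. This left out 3683 old cells (32.2%) and 80 young cells (2.60%), and kept 7756 and 3001. *Selp* had a UMI in 1.21% of old cells (0.98% to 1.48%) and in 0.07% of young cells (0.01% to 0.24%). *Nupr1* was seen in 1.44% (1.19% to 1.74%) and 0.27% (0.12% to 0.53%), and *Aldh1a1*, a retinaldehyde dehydrogenase gene, in 3.6% (3.19% to 4.04%) and 1.37% (0.98% to 1.85%). *Vwf* was seen in 1.78% (1.5% to 2.10%) and 1.07% (0.73% to 1.5%), and the proliferation gene *Mki67* in 1.82% (1.53% to 2.14%) and 1.10% (0.76% to 1.54%). The intervals touched or overlapped for *Vwf*, *Mki67*, *Clu* (0.30%, 0.19% to 0.45%, against 0.07%, 0.01% to 0.24%) and *Flt3* (0.21%, 0.12% to 0.34%, against 0.43%, 0.23% to 0.74%), so no order is read for these at 150 UMIs. At 300 UMIs, which 66.5% of old cells did not reach, the intervals were apart for *Mki67*, *Vwf* and *Clu* with the higher share in old cells. At 400 UMIs of any gene *Mki67* (1.86% and 2.32%) and *Vwf* (1.78% and 1.88%) turned and the intervals of these 3 genes overlapped, so their order depended on the thinning. That setting does not equalize the depth of the other genes. Mitochondrial and ribosomal RNA-like loci took 39.7% and 20.4% of old UMIs but 11.8% and 3.70% of young UMIs, so young cells keep more UMIs of other genes. The intervals of *Aldh1a1* also overlapped at that setting (3.88%, 3.51% to 4.28%, against 2.96%, 2.38% to 3.63%). As background, any of 8 genes of erythroid, lymphoid, macrophage, stromal and eosinophil cells was seen in 0.10% of cells in either library (8 of 7756 and 3 of 3001). In young cells the highest single background gene, *Hba-a1*, was seen in 0.07%, as were *Selp* and *Clu*. At 300 UMIs the background share was 0.10% in old and 0.27% in young cells. In young cells *Hbb-bt* alone gave 0.20% and each of the other background genes at most 0.03%. The young shares of *Selp* (0.17%) and *Clu* (0.10%) lay between these values. Without thinning, which leaves young cells deeper, *Selp* was at 2.30% (2.03% to 2.59%) in old and 1.75% (1.32% to 2.28%) in young cells. *Nupr1* was at 2.84% (2.54% to 3.16%) and 3.44% (2.83% to 4.15%). The intervals overlapped for both genes, so no order is read for them at that setting. The order turned for *Aldh1a1* (6.88% and 20.7%). The genes without a read order at 150 UMIs then had the higher share in young cells. These were *Flt3* (0.51% and 8.05%), *Vwf* (3.51% and 11.0%), *Mki67* (3.78% and 8.57%) and *Clu* (0.50% and 1.49%). The background share was then 0.15% in old and 2.27% in young cells. In young cells *Hbb-bt* alone gave 1.79% and each of the other background genes at most 0.29%. The young shares of *Selp* and *Clu* lay between these values, so whether they exceed background is not settled.

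**Figure D4:**
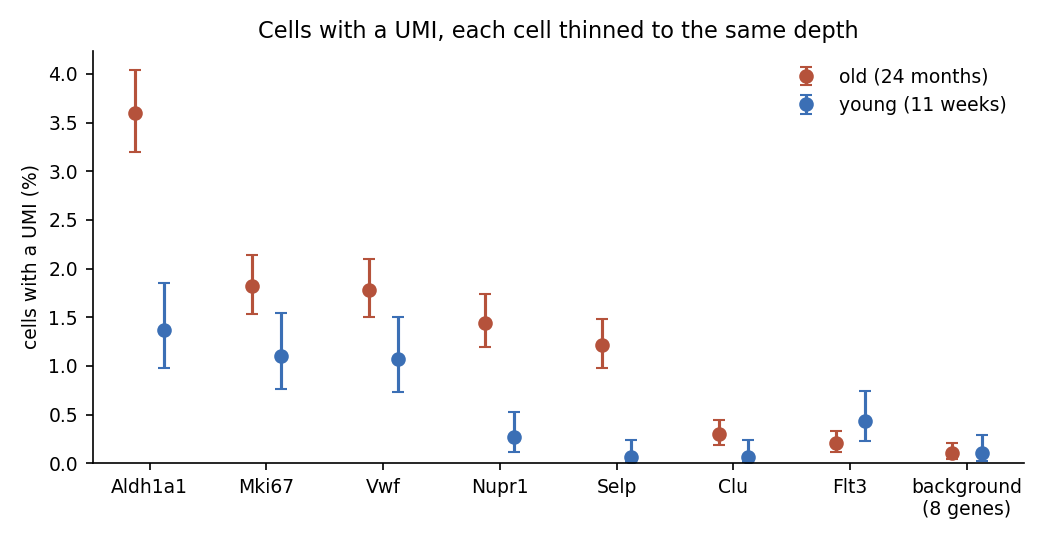
Percentage of cells with at least 1 UMI of each gene after thinning to 150 UMIs, in 7756 old and 3001 young cells, with the share for any of 8 background genes at the right. Bars are exact 95% binomial intervals over cells (counting error only), and *Selp*, *Nupr1* and *Aldh1a1* stand apart between the libraries at this depth.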

Values the study reported

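The study reported joint profiles of 48,225 cells, of which 14,640 were HSCs and 33,585 were haematopoietic progenitor cells. They came from young mice (11 weeks old, n = 10) and aged mice (24 months old, n = 5). It grouped the HSCs into 100 pseudo-bulks before comparing the ages.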

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

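No paired analysis was possible because each age has 1 pooled library. For the same reason no replicate or run could be left out, and the alternatives planned for the lineage-negative libraries were not run. The alternatives on mitochondrial share and genomic span, and thinning over all genes, were chosen after the data were seen. The ageing list and the AP-1 list stayed above 0 under each of the 12 alternatives, from 0.36 to 1.51 and from 0.45 to 1.53. TMM, CPM without the dominant loci, all deposited cells, a minimum of 300 UMIs, the top doublet scores and the cells outside the myeloid cluster turned no list. TMM and CPM without the dominant loci shift the ratios of all genes by the same small amount. They put the median of all measured genes at -0.03 and -0.02 instead of -0.05, so they could turn few lists. CPM over the whole library moved the median of all measured genes from -0.05 to -1.10 by construction, since mitochondrial and ribosomal RNA-like loci fill its total. Under CPM the list medians were 0.36 for ageing, 0.45 for AP-1, -0.70 for megakaryocyte, -1.25 for lymphoid, -0.11 for myeloid, -0.89 for S phase, -0.58 for G2/M, -1.01 for Nfi, Runx, Ets and Gata, -0.95 for Yy1, Nrf1, Ctcf, Nfy, Atf and Klf, -1.30 for oxidative phosphorylation, -1.10 for the unfolded protein response, -0.80 for antigen presentation and -0.90 for p53. Members at least 1.5-fold higher and lower then numbered 0 and 10 for lymphoid, 0 and 74 for oxidative phosphorylation, 0 and 21 for the unfolded protein response, 0 and 27 for interferon, 0 and 12 for antigen presentation, 1 and 8 for p53, 0 and 16 for Nfi, Runx, Ets and Gata, and 1 and 15 for the Yy1 to Klf list. Among the genes named by the rule, those that turned under CPM were *Ddx3y* (-0.53), *Xbp1* (-0.42), *Notch1* (-0.42), *H2-K1* (-0.42), *Uhrf1* (-0.42), *Creld2* (-0.41), *Tapbp* (-0.41), *Runx3* (-0.35), *Bub1* (-0.34), *Gadd45a* (-0.34), *Herpud1* (-0.34), *Kmt2d* (-0.33), *Atp5a1* (-0.32), *Ung* (-0.31), *Klf6* (-0.31), *Plk1* (-0.29), *Hoxb5* (-0.23), *Esam* (-0.20), *H1fx* (-0.20), *Ets1* (-0.13), *Prtn3* (-0.11), *Gata2* (-0.0905), *Hist1h3d* (-0.070) and *Birc5* (-0.065), as did *Ciita* (-0.50), whose counting interval had held 0. Other genes with a ratio between 0 and 1.05, such as *Yy1*, *Slamf1*, *Ldha* and *Pkm*, turn as well. With at least 100 UMIs per member the ageing median was 1.30, the myeloid progenitor median was 0.40, and the histone median turned to 0.00553. With equal weight for every cell, S phase was at 0.35, G2/M at 0.59 and oxidative phosphorylation at -0.18. Centred on genomic span, the Nfi, Runx, Ets and Gata list was at 0.23 and oxidative phosphorylation at -0.33. In cells with a mitochondrial share of 15 to 30% (1826 old, 702 young) the ageing list was at 1.25, AP-1 at 1.25, lymphoid priming at -0.36, G2/M at 0.71 and oxidative phosphorylation at -0.19, while antigen presentation (-0.11), histones (0.19), *Gins2* (0.35), *Uhrf1* (-0.25) and *Irf8* (-0.42) turned, and the cause was not tested. Thinned to 300 UMIs, the shares in old and young cells were 7.11% and 3.18% for *Aldh1a1*, 4.48% and 2.07% for *Mki67*, 3.88% and 2.17% for *Vwf* and 0.81% and 1.42% for *Flt3*, and the old shares were 3.23% for *Nupr1*, 2.42% for *Selp* and 0.55% for *Clu*. Their intervals were apart for *Mki67*, *Vwf* and *Clu* as well as for *Selp*, *Nupr1* and *Aldh1a1*, and overlapped for *Flt3*. At that depth 7602 old cells (66.5%) and 129 young cells (4.19%) were left out. Thinned to 400 UMIs of any gene, the young shares were 2.96% for *Aldh1a1*, 2.32% for *Mki67*, 1.88% for *Vwf* and 1.31% for *Flt3*, and young cells then had the higher share for *Mki67* and *Vwf*, with overlapping intervals, as for *Aldh1a1* and *Clu*, while *Flt3* was apart with the higher share in young cells (old 0.29%, 0.20% to 0.42%, young 0.93% to 1.79%) and *Selp* and *Nupr1* were apart with the higher share in old cells. Thinning over all genes leaves young cells more UMIs of the other genes than old cells. The share for any of the 8 background genes at this setting was 0.11% in old and 0.61% in young cells. In young cells *Hbb-bt* alone gave 0.47% and each of the other background genes at most 0.07%. The young shares of *Selp* (0.13%), *Clu* (0.24%) and *Nupr1* (0.34%) lay between these values, so whether they exceed background is not settled. Depth limits genes such as *Clu* and *Elane*, with under 100 UMIs in the old library, and no setting gives an error between mice.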

Other observations

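The gene groups in the next 2 paragraphs, and the tests of neutrophil UMIs further on, were chosen after the main results were seen. Genes of integrins and cell adhesion were spread to both sides in the old library. Of 28 measured, 14 were at least 1.5-fold higher and 4 were lower, with a median of 0.60 (0.15 to 0.61). Without 8 members that belong to the planned lists or were named for their size, among them *Selp*, *Cldn5*, *Itgb3* and *Itga2b*, the median was -0.19 (-0.33 to 0.00) with 6 of 20 higher and 4 lower, so the group did not stand apart by itself. Besides these 4, the neural adhesion gene *Ncam1* was higher (log2 ratio 1.88, 1.45 to 2.32), while the integrin genes *Itga9* (-2.73, -3.82 to -1.81), *Itga4* (-0.84, -0.95 to -0.72) and *Itgav* (-0.67, -0.93 to -0.42) were lower. *Itga4* encodes a receptor for adhesion to marrow stroma. Hoxa and Hoxb genes, which set positional and stem cell identity, had a median of 0.58 (0.12 to 0.75), with 6 of 13 at least 1.5-fold higher and none lower, and 0.58 (0.15 to 0.74) without *Hoxa9* and *Hoxb5*, which are in a planned list. The largest ratios were those of *Hoxb8* (3.22, 2.20 to 4.38), with 42 and 10 UMIs, and *Hoxb6* (2.10, 1.84 to 2.37), with 348 and 180.

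Of 13 genes of retinoic acid metabolism and reception, 5 were at least 1.5-fold higher, 8 lay between and none was lower, with a median of 0.41 (0.24 to 0.72), or 0.40 (0.22 to 0.65) without *Aldh1a1*, which had been seen to be high. *Cyp26b1*, which degrades retinoic acid, was at 2.01 (1.69 to 2.34), beside *Aldh1a1*, which makes it, at 1.18 (1.04 to 1.32). Glycolysis genes went both ways, with 2 of 17 at least 1.5-fold higher, 2 lower and a median of 0.12 (0.05 to 0.27). *Gapdh* and *Slc2a1* (-0.69) were the 2 lower, and *Ldha* at 0.72 (0.59 to 0.85) and *Pkm* at 0.61 (0.49 to 0.73) the 2 higher, both of which turn negative under CPM. The other 13 members, from -0.55 for *Aldoa* to 0.58 for *Pfkm*, lay between. Cytokine receptors and suppressors of cytokine signalling were at 0.01 (-0.13 to 0.08), with *Socs2* and *Flt3* low and the oncostatin M receptor gene *Osmr* high, at 30 UMIs in the old and 1 in the young library (6.06, 3.47 to 11.41). The TGF-beta and BMP group was at -0.04 (-0.20 to 0.06), the circadian clock at -0.09 (-0.18 to 0.20), imprinted genes at -0.19 (-0.28 to 0.08) and tRNA synthetases at -0.03 (-0.14 to 0.06), the last without *Lars2*. Under CPM, which lowers each value by 1.05, the medians of the adhesion, Hox and retinoic acid groups would turn negative.

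The first pattern is the ageing list, whose median was 1.41. RNA quality is the main technical concern, since the old cells held a larger mitochondrial share. In cells with a mitochondrial share of 15 to 30% in both libraries the median was 1.25 (1.08 to 1.39), which argues against that share as the whole cause. The window lies under the median share of the old cells (42.0%) and above that of the young cells (11.7%), so it holds cells typical of neither library. These cells still differed in related measures, with mitochondrially encoded genes at 0.79 and ribosomal RNA-like loci at 1.65, so RNA quality in a wider sense stays open. Long genes were lower in the old library, at a median of -0.25 in the tenth of genes with the longest span, but centring on genes of like span left the list at 1.5 (1.38 to 1.63). What stays open is any difference of handling or library between the pools, which coincides with age. The source of the mice, which may coincide with age, and age itself also stay open. The list may thus reflect age, but the design has no replicate to test it.

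The second pattern is the AP-1 and immediate early list, at 1.5. These genes respond within minutes to handling of tissue, and the median was 1.25 (1.10 to 1.79) in cells with a mitochondrial share of 15 to 30%, with the same limit, and 1.47 (1.25 to 1.59) after centring on span. Mature myeloid cells hold such transcripts. The median was 1.5 (1.27 to 1.64) without the cluster led by neutrophil and monocyte genes and cells too shallow to cluster. The cells of that cluster, 1.07% of the old library, were thus not the whole source. Leaving them out cannot address free RNA from mature cells. Sorting time and handling of the pools coincide with age, the source of the mice may do so, and none of these was tested. A response to handling, the source of the mice, free RNA from mature cells and an effect of age thus all stay open.

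The third pattern is the higher level of neutrophil and myeloid progenitor genes, although the sort removed cells with Gr1 and Mac1. In the old library 24 cells with at least 5 neutrophil UMIs held 70.9% of the 739 such UMIs, and in the young library 1 cell held 386 of 577. Cells of the old library with a UMI of *S100a8* or *S100a9* had 269.1 times the rate of the 8 other neutrophil markers (194.1 to 376.9), which argues against free RNA as the only source. This class has 152 cells, of which 21 in the myeloid cluster held 482 of the 739 neutrophil UMIs, so a few cells carry the value. HSC marker UMIs per 1000 other UMIs were at 0.27 (0.01 to 1.49) in those 21 cells, 2.40 (1.83 to 3.08) in the 122 old cells of the cluster and 6.02 (5.39 to 6.71) in all 152 cells, against 6.66 (6.57 to 6.75) in cells without a UMI of *S100a8* or *S100a9*. Leaving out the cluster did not remove the difference: without it the summed neutrophil markers were at 1.57 (1.29 to 1.85) with *Elane* at 3.44 (2.25 to 4.86). Without it and cells too shallow to cluster the myeloid progenitor list was at 1.12 (0.82 to 1.43). That list rests on genes with few UMIs, and over all cells it was at 0.40 with at least 100 UMIs per member. Outside the cluster the neutrophil markers had 244 old and 184 young UMIs. The old library held more cells, so these UMIs were fewer per old cell. Free RNA from the same mature cells could give them, so mature cells are not excluded as the whole cause. Old cells outside the cluster with 1 neutrophil UMI had 0.997 times the HSC marker rate of cells with none (range 0.895 to 1.11, made in the same way). Free RNA in the droplets would give this, while low expression in the HSCs themselves would look alike and stays open.

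Within each library, the ageing list hardly varied together with other lists from cell to cell at 150 UMIs. Spearman's rho over cells between the ageing list and the megakaryocyte list without shared genes was 0.017 in 7756 old and 0.019 in 3001 young cells, and with the AP-1 list it was 0.002 and 0.017. Depth limits this, since an old cell held a mean of 0.49 UMIs of the ageing list, and S phase with G2/M genes, which belong to the same cycling cells, reached a rho of 0.068 and 0.069. Ribosomal protein with oxidative phosphorylation genes, which hold more UMIs per cell, reached 0.108 in old and 0.132 in young cells. The G2/M list had a rho with the mitochondrial share of 0.117 in old and 0.022 in young cells, and the cause was not tested.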
